A study of Homo sapiens with 2 samples. Its data were reported in "HIF1α Plays a Crucial Role in the Development of TFE3–Rearranged Renal Cell Carcinoma by Orchestrating a Metabolic Shift Toward Fatty Acid Synthesis" (2025).

How the data were processed

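Total RNA from HEK293 cells carrying a doxycycline (Dox)-inducible, HA-tagged PRCC-TFE3 fusion gene was hybridized by the authors to Affymetrix HG-U133 Plus 2.0 oligonucleotide arrays, on which each probe set is a group of short probes for 1 transcript region. The series holds 2 arrays, 1 of cells kept without Dox and 1 of cells treated with Dox at 0.2 µg/ml for 24 h. The groups were taken from the sample labels. The dose is the one given in the labels and differs from the Dox concentration in the study's methods.

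The deposited values are array intensities on a linear scale, 1 signal per probe set and array, for 54675 probe sets. The study's methods describe RMA-based normalization in Partek Genomics Suite. The deposited intensities do not have the form of RMA values. They are linear, they run from 0.029 to 12801, the quantiles of the 2 arrays differ, and the mean after trimming 2% at each end is 150.02 on both arrays. Such values are typical of signals scaled by the authors to a common trimmed mean, as Affymetrix's own software does. The software behind the deposited table was not given in the sources used here. The design written before the data were examined assumed log2 values, so signals were first turned into log2 with no offset and no further normalization. Detection calls were not used here. The median signal of all probe-set values on both arrays, 23.9, served as a floor under which a signal was not read as a level. A difference with the dimmer signal under this floor is given as at least N-fold, the brighter signal divided by the floor.

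Probe sets were named through a platform annotation. Of the 54675 probe sets, 41097 carried 1 gene symbol, 1801 carried several and 11777 carried none in that annotation. Of those with 1 symbol, 41043 were found by their Entrez number in a RefSeq gene table for assembly GRCh38.p14, and their symbols were brought up to date. No gene was named from a probe set with several symbols. No genome build is named for the array values, so no coordinates are given. A gene was represented by the probe set with the highest mean log2 signal. This gave 19775 genes, of which 12872 (65.1%) had a signal at or above the floor on at least 1 array and were counted.

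With 1 array per group there is no replicate, so no difference has a replicate check and no p-value or standard error was computed. Genes were counted by a rule of size, a difference of at least 2-fold, and are described as higher or lower, not as changed. The number of arrays limits the precision. The only error that could be measured is technical, the spread between different probe sets of 1 gene on the same 2 arrays. The SD of the log2 difference of a probe set, from half-differences between the 2 brightest probe sets of a gene, was 0.55 at mean signals of 24 to 100 (859 genes), 0.33 at 100 to 400 (982 genes) and 0.21 above 400 (1162 genes). Variation between cultures is not part of it.

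Before the data were examined, 31 gene lists were fixed from textbook knowledge. They were HIF target genes, HIF2-preferring genes, glycolysis, TCA cycle, oxidative phosphorylation, fatty acid synthesis, cholesterol synthesis, fatty acid oxidation and ketone bodies, lysosome, V-ATPase, autophagy, MiT/TFE marker and feedback genes, ATF4 and amino acid response, unfolded protein response, heat shock, NRF2 and pentose phosphate, p53 targets, DNA replication, mitosis, vesicle secretion, mTORC1 pathway, NF-kB response, interferon response, immediate early genes, mitochondrial translation, cytosolic ribosomal proteins, and markers of renal tubule and renal carcinoma, of neural and adrenal cells, of fibroblasts, of leukocytes and of endothelium. Some genes stand in more than 1 list. Symbols in the lists were brought up to date through synonyms. The median log2 difference of a list was set among the medians of 10000 random lists of the same size, matched on mean signal in 20 bins. The percentile describes these 2 arrays and is not a test of the treatment. A list was called apart at or below the 2.5th or at or above the 97.5th percentile, and lists of fewer than 5 counted genes got no percentile. Genes of a list at least 2-fold apart were counted on the signals as given, and also with signals under the floor set to it, which was added after the data were seen. The latter count is given where it differs.

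The genes named were also set by rule before the data were examined. They are 16 genes the study writes about, the 15 genes with the largest increase and the 10 with the largest decrease among counted genes, and in each list the 4 members with the largest difference in either direction. A gene was to be left out of the largest differences if another of its probe sets differed by 0.5 or more on the log2 scale in the opposite direction. No gene was left out for that reason. A ranking with signals under the floor set to the floor was added after the data were seen.

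The computations were tested on simulated data first. In 1 simulated pair of arrays with the real mean signals and the probe-set spread as noise, 12947 genes were counted and 200 were given known folds. The 2-fold rule called 8.16% of 49 genes simulated at 1.5-fold, 60% of 50 at 2-fold, 94% of 50 at 3-fold and 98% of 50 at 4-fold, none in the wrong direction. The SD used under the floor was 1.44, and these rates were not split by signal, so they do not describe dim genes. A shift of 0.4 put into the 16 V-ATPase genes came back as a median of 0.40 at percentile 100. Of 200 lists of 25 genes with no shift, 12 (6%) were called.

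Each result was recomputed with no filter, with a stricter filter at the 75th percentile of signals (125), with the mean of all probe sets of a gene, with probe sets of plain suffix only, and with median centring, quantile normalization or loess centring of the arrays. The counts were also made at 1.5-fold and over probe sets. The lists were also summarised by the mean, matched in 10 bins, and taken without genes that stand in more than 1 list. Added after the data were seen were log2(signal + 32), signals under the floor set to the floor, and a filter on a higher signal of at least 100. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used. Probe sets with several or no gene symbols were left out of the counts and lists. Control probe sets that carry 1 gene symbol were treated like other probe sets, and they represent ACTB and GAPDH.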

Results

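The array series addressed which genes respond when PRCC-TFE3 is induced. PRCC-TFE3 is a chimeric transcription factor of TFE3-rearranged renal cell carcinoma, in which part of PRCC is fused to TFE3, a member of the MiT/TFE family that controls lysosome and autophagy genes. HEK293 is a human embryonic kidney line, here engineered so that Dox switches on the HA-tagged fusion gene. RNA of 1 untreated culture, Dox(-), and of 1 culture treated with 0.2 µg/ml Dox for 24 h, Dox(+), was measured on 1 array each. The median signal was 23.2 in Dox(-) and 24.5 in Dox(+). Over the 12872 counted genes the log2 signals of the arrays had a Pearson correlation of 0.93 across genes, which are not independent replicates. There was no replicate check for any difference below.

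In Dox(+), genes of the lysosome, the V-ATPase proton pump, autophagy and the MiT/TFE marker list were higher as lists, together with chaperones of the endoplasmic reticulum, heat shock genes and targets of ATF4. GPNMB, a melanosome and lysosome glycoprotein used as a marker of TFE3 activity, went from a signal of 110 to 666 (6.08-fold higher). The mitosis list was lower, with none of its genes at 2-fold on its brightest probe set. These 8 lists were called under every alternative. Vesicle secretion, higher by a small amount, and fatty acid synthesis, oxidative phosphorylation and mitochondrial translation, lower, were called in the main setting and lost the call under at least 1 alternative. FASN, the fatty acid synthase, had a log2 difference of -1.32. The lists of HIF target genes and of glycolysis lay within the range of random lists. Of 29 lists with a percentile, 8 were called higher and 4 lower, against 1.45 expected for lists of randomly drawn genes. Some lists share genes, and genes of a list may vary together between cultures, which 1 array per group cannot show. The excess over 1.45 is therefore not a measure of the treatment.

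By the rule of size, 1014 genes (7.88%) were at least 2-fold higher in Dox(+) and 827 (6.42%) at least 2-fold lower. At least 4-fold, 231 genes were higher and 101 lower. Dim signals made up much of these counts, since 527 of the higher genes had a Dox(-) signal under the floor and 246 of the lower genes a Dox(+) signal under it. With signals under the floor set to it, 619 genes were higher and 638 lower. Among 8369 genes with a mean signal of at least 100, 339 were higher and 370 lower, 8.47% in all, where simulated probe-set noise alone called 6 of 8216 unchanged genes (0.073%). Over all 12732 unchanged genes of that simulation it called 1117 (8.77%), so single dim genes carry little weight. Among called genes with another measured probe set, it pointed the same way for 259 of 291 higher genes (89.0%) and 277 of 330 lower genes (83.9%), where 47.5% and 52.5% of all such probe sets point that way. It also reached 2-fold for 54.6% of the higher and 41.2% of the lower genes.

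**Figure D1:**
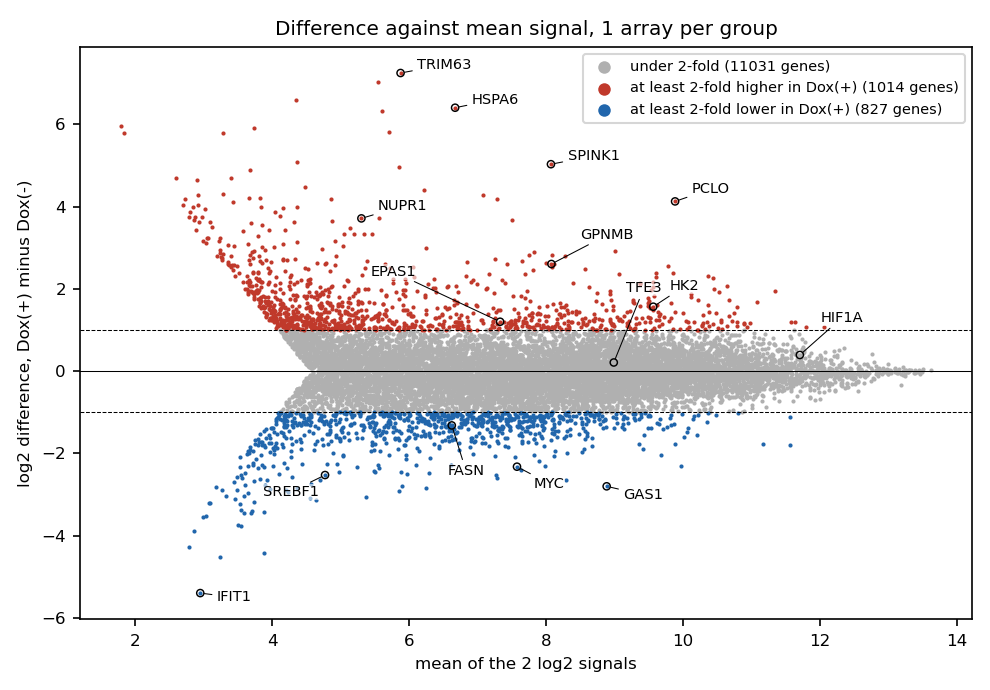
Log2 difference between Dox(+) and Dox(-) (vertical axis) against the mean of the log2 signals (horizontal axis) for each counted gene, 1 array per group. The 1014 genes at least 2-fold higher are red and the 827 at least 2-fold lower are blue; the dashed lines mark 2-fold, and the scatter widens at low signal.

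Among the genes the study writes about, TFE3 had a signal of 472 in Dox(-) and 546 in Dox(+) (log2 difference 0.21), and its other 2 measured probe sets gave 0.57 and 0.39. PRCC was 318 and 381 (0.26). Where these probe sets lie in the transcripts was not analysed here, so they do not check whether the fusion gene was switched on. HIF1A, the oxygen-regulated subunit of HIF1, was 1.31-fold higher (2915 and 3825). EPAS1, which encodes HIF2α, was 2.30-fold higher (106 and 244). ARNT, their shared partner, was 1.58-fold lower, and its other 2 measured probe sets gave -0.40 and -0.84. For the glucose transporter SLC2A1 the difference was 0.52, and for lactate dehydrogenase LDHA it was -0.46. HK2, encoding hexokinase 2, was 2.96-fold higher on its brightest probe set (440 and 1302), but its other, dimmer probe sets were lower, with signals of 51.6 and 73.7 in Dox(-) and of 23.04 and 16.82, under the floor, in Dox(+), so its direction rests on the choice of probe set. PDK1, which restrains pyruvate dehydrogenase, was 2.24-fold lower, with 0.28 and -0.40 on its other probe sets.

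**Figure D2:**
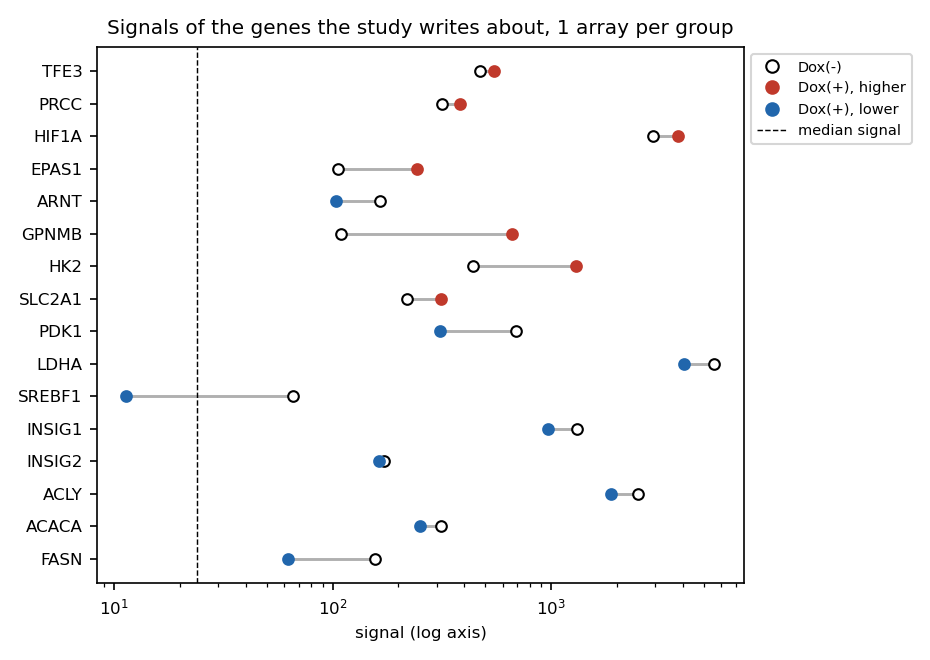
Signals (log axis) of 16 genes in Dox(-) (open circles) and Dox(+) (filled circles), 1 array each, with the median signal of 23.9 as a dashed line. GPNMB, HK2 and EPAS1 were over 2-fold higher on the probe set drawn, and SREBF1, FASN and PDK1 over 2-fold lower.

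The 15 largest increases on the signals as given included TRIM63, a muscle ubiquitin ligase, at 4.76 in Dox(-) and 723 in Dox(+) (at least 30.3-fold higher). The heat shock gene HSPA6 was at 11.1 and 937 (at least 39.3-fold higher). SPINK1, a trypsin inhibitor, was measured on both sides, 47.1 and 1536 (32.6-fold higher). The others were PNLIPRP3, IL3RA, ATP13A4-AS1, SLC6A14, NSG2, SUGCT-AS1, DGKI, LINC02223, CCL18, ABCB5, CATSPERG and MYL1. Of the 15, 14 had a Dox(-) signal under the floor, and for SLC6A14 and LINC02223 the bound was only 1.15-fold and 1.11-fold. The 10 largest decreases on the signals as given were IFIT1, P3H3, LINC02593, PYCR3, DDX19B, NRG1, MNX1-AS1, TNFAIP8L3, TRIM47 and CASKIN1. All 10 had a Dox(+) signal under the floor, with bounds from 1.15-fold for TNFAIP8L3 and TRIM47 to 2.86-fold for LINC02593. This ranking thus rests on signals not read as levels and does not show which decreases were largest. Decreases with both signals above the floor exceeded these bounds, such as NRP1 (7.23-fold), GAS1 (6.97-fold) and TRIB1 (6.30-fold).

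By their medians in the main setting, the MiT/TFE marker list and the V-ATPase list stood furthest apart, and autophagy and lysosome genes differed less. Of 21 counted marker and feedback genes, 12 were at least 2-fold higher and 0 at least 2-fold lower, with a median log2 difference of 1.30 (percentile 100). Besides GPNMB and TRIM63, they included PPARGC1A, a coactivator of mitochondrial genes (4.45-fold higher), and HMOX1, heme oxygenase 1 (log2 difference 2.14). Of 16 counted V-ATPase genes, 14 were higher, 5 of them at least 2-fold, median 0.65 (percentile 100), with ATP6V1C1 5.18-fold, ATP6V0D1 3.17-fold and ATP6V1H 2.49-fold higher. ATP6V0D2 was dim in Dox(-), at least 2.12-fold higher. Autophagy had 8 of 33 genes at least 2-fold higher and 0 lower, median 0.34 (percentile 99.96). MAP1LC3B, which coats autophagosomes, was 2.69-fold, RAB7A 2.60-fold, ATG13 2.48-fold and VPS18 3.06-fold higher. For VPS18 this rests on 1 probe set, since its other probe set stayed under the floor on both arrays. With the mean of all probe sets, which includes that dim one, VPS18 turned to lower (log2 difference -1.13). The other 2 measured probe sets of ATG13 gave only 0.23 and 0.42 on the log2 scale. The lysosome list was mixed. Of 38 genes, 9 were at least 2-fold higher, 1 at least 2-fold lower and 28 within 2-fold, median 0.20 (percentile 99.5). CTSA (5.12-fold), PIP4P1 (4.43-fold) and ASAH1, acid ceramidase (3.83-fold), were higher, and the protease gene CTSC was 2.83-fold lower. Over the alternatives the medians ran from 0.84 to 1.39 for the marker list, from 0.26 to 0.72 for autophagy and from 0.12 to 0.49 for the lysosome, and these lists stayed called throughout.

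Stress chaperones were higher as well. All 19 counted genes of the unfolded protein response were higher, 5 of them at least 2-fold, with a median of 0.61 (percentile 100). HERPUD1, which acts in endoplasmic reticulum-associated degradation, was 3.64-fold higher, DNAJB9 3.13-fold, DNAJC3 2.65-fold and HSPA5, the chaperone BiP, 2.11-fold (2936 and 6200). Of 11 heat shock genes, 10 were higher and 3 at least 2-fold, median 0.43 (percentile 99.96), with DNAJB1 3.95-fold, BAG3 2.55-fold, HSPH1 2.29-fold and CHORDC1 1.59-fold higher. In the ATF4 and amino acid list 6 of 37 genes were at least 2-fold higher (5 with signals under the floor set to it) and 0 lower, median 0.25 (percentile 99.85). DDIT3, the stress factor CHOP, was 4.90-fold higher, PPP1R15A 3.28-fold, SLC3A2, the heavy chain of amino acid exchangers, 3.27-fold, and NUPR1 at least 5.99-fold. Vesicle secretion genes differed little, with 2 of 39 at least 2-fold higher and a median of 0.15 (percentile 98.9). IGF2R and M6PR, the receptors that carry mannose 6-phosphate enzymes to lysosomes, were 3.12-fold and 2.35-fold higher, GOLGA4 was 1.66-fold higher and SCAMP1 1.92-fold lower. The secretion list was no longer called on probe sets of plain suffix (percentile 97.3).

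Genes that HIF factors control went both ways. Of 45 HIF target genes, 4 were at least 2-fold higher, 2 at least 2-fold lower and 39 within 2-fold, with a median of 0.04 (percentile 80.9) that turned to -0.05 with median centring and to -0.07 with the mean of all probe sets. Median centring lowers all genes by the same amount, so such a turn of a median near 0, here and below, says nothing about a list. NDRG1 was 2.36-fold lower, while IGFBP3 was at least 2.31-fold higher; HK2 and PDK1 are described above. Of 9 HIF2-preferring genes, 3 were at least 2-fold higher (PDGFB, ANGPT2 and MMP14, all with Dox(-) signals under the floor and bounds of 1.47-fold, 1.25-fold and 1.98-fold, so 0 were left with signals under the floor set to it) and NDRG1 was lower, median 0.09 (percentile 62.7), which turned to -0.26 with the mean of all probe sets. Glycolysis had 1 of 22 genes at least 2-fold higher and 1 lower, median -0.05 (percentile 44.4), with SLC2A3, a glucose transporter, 1.88-fold and the enolase ENO2 1.80-fold higher. The other 2 measured probe sets of SLC2A3 gave only 0.06 and 0.19 on the log2 scale. None of these 3 lists was called.

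Genes of oxidative phosphorylation and mitochondrial translation were lower by small amounts. Of 36 genes of oxidative phosphorylation, 30 were lower and none reached 2-fold, median -0.15 (percentile 0.615), with ATP5MC1 1.77-fold, NDUFB10 1.55-fold, NDUFV2 1.54-fold and CYC1 1.51-fold lower. Of 26 genes of mitochondrial translation, 21 were lower and 2 at least 2-fold, MRPL16 (2.57-fold) and MRPL12 (2.48-fold), median -0.23 (percentile 0.60), with MRPL19 1.69-fold and MRPS16 1.59-fold lower. Both calls were lost on probe sets of plain suffix (percentiles 5.05 and 2.95), where the medians were of similar size (-0.16 and -0.22). They were also lost with the mean of all probe sets (percentiles 12.8 and 2.98, medians -0.12 and -0.22). The TCA cycle list was not called, median -0.22 (percentile 3.63), although 17 of its 19 genes were lower, among them PDHB, a subunit of pyruvate dehydrogenase (2.62-fold), SUCLG2 (1.93-fold), DLAT (1.80-fold) and PC (1.61-fold). Its mean was called, -0.34 (percentile 0.17). Fatty acid oxidation and ketone body genes had a median of -0.24 (percentile 3.62) and 22 of 26 were lower. PPARGC1A was the 1 gene at least 2-fold higher, HADHB was 1.57-fold higher, and ECI2 (1.89-fold) and ACADVL (1.68-fold) were lower.

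Genes that make fatty acids were lower. In the fatty acid synthesis list 17 of 22 genes were lower, 4 at least 2-fold, and 0 were at least 2-fold higher, with a median of -0.38 (percentile 0.63). SREBF1, which encodes the regulator SREBP1, had signals of 65.6 and 11.4, at least 2.75-fold lower. FASN (156 and 62.4), the elongase ELOVL6 (2.58-fold) and the citrate carrier SLC25A1 (2.32-fold) were lower too, and ACLY and ACACA, the enzymes before FASN in the pathway, differed by -0.40 and -0.33. The other probe sets of SREBF1 and FASN stayed under the floor on both arrays. Of the SREBP targets INSIG1 and INSIG2, INSIG1 differed by -0.44 and INSIG2 by -0.07. On probe sets of plain suffix the list was not called (median -0.33, percentile 3.94). Cholesterol synthesis had a median of -0.29 (percentile 2.79, not called) and none of 18 genes reached 2-fold, with SQLE 1.70-fold, DHCR7 1.46-fold and FDPS 1.42-fold lower and LSS 1.43-fold higher.

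Among cell cycle genes, 27 of 30 of the mitosis list were lower, median -0.24 (percentile 0.15), and none reached 2-fold on its brightest probe set. The cyclin CCNB1 was 1.85-fold, KIF23 1.82-fold and KIF20A 1.61-fold lower, and CENPE was at a difference of -0.59. The other probe sets of CCNB1 and KIF23 gave -1.26 and -1.27. DNA replication genes were not called, median 0.07 (percentile 92.8), which turned to -0.01 with median centring, although the mean of all probe sets per gene gave 0.24 (percentile 99.9). CDC6 (1.92-fold), CCNE2 (1.83-fold), CDT1 (1.67-fold) and FEN1 (1.56-fold) were higher. The p53 targets had 1 gene at least 2-fold higher, SESN2 (2.08-fold), and 1 lower, TP53I3 (2.02-fold), of 24, median 0.01 (percentile 69.1) and -0.07 with median centring. TP53INP1 was 1.92-fold higher and SESN1 1.83-fold lower. The mTORC1 pathway list split, with 6 of 31 genes at least 2-fold higher and 4 at least 2-fold lower (3 with signals under the floor set to it), median -0.13 (percentile 18.3) and 0.19 both with the mean of all probe sets and at the 75th percentile filter, where it was just short of being called. The Rag GTPases RRAGC (3.98-fold) and RRAGD (3.34-fold) and the folliculin partner FNIP2 (2.69-fold) were higher, while the arginine sensor gene CASTOR2 was 5.47-fold lower. NRF2 and pentose phosphate genes had a median of -0.22 (percentile 4.24) over 20 genes. It was -0.09 (percentile 23.2) with no filter and -0.16 with signals under the floor set to it. TKT was 1.56-fold and PIR 1.86-fold lower. HMOX1 was the 1 gene at least 2-fold higher. EPHX1, at least 1.04-fold by its bound, was the 1 lower (0 with signals under the floor set to it).

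Signalling lists were not called. The NF-kB response had a median of 0.03 over 13 genes (percentile 60.4), -0.05 with median centring and -0.35 (percentile 30.0) at the 75th percentile filter. That filter left only TNFAIP3, IER3, NFKB1, NFKBIA and SOD2. TNFAIP3 (2.67-fold), NFKBIE (1.79-fold) and IRF1 (1.76-fold) were higher and IER3 2.15-fold lower. Interferon response genes were uneven, with 5 of 16 at least 2-fold higher (3 with signals under the floor set to it) and 1 lower, a median of 0.46 (percentile 94.8), and 0.12 with signals under the floor set to it. It turned to -0.41 (percentile 18.1) at the 75th percentile filter, which left only ISG15, HERC5, TAP1, USP18 and HERC6. ISG15 was 5.23-fold and IFIT3 2.15-fold higher, IRF7 at least 1.24-fold higher and IFIT1 at least 2.10-fold lower. Immediate early genes had a median of 0.16 over 20 genes (percentile 91.0), with MYC lower (426 and 85.2, log2 difference -2.32) and SGK1 2.45-fold and NR4A1 2.44-fold higher. The cytosolic ribosomal proteins, fixed as a housekeeping control, had a median of -0.02 over 24 genes (percentile 54.3), which turned to 0.01 with quantile normalization. Their largest differences were those of RPL24 (-0.11), RPL14, RPL8 and RPL27.

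Marker lists of other cell types had few counted genes. Renal tubule and carcinoma markers had a median of -0.21 over 11 genes (percentile 10.2), which turned to 0.05 with no filter and was -0.49 (percentile 0.63) at the 75th percentile filter. That filter left only KRT19, VIM, KRT18, EPCAM and KRT8, so its median is the value of KRT18. LRP2 was at least 3.56-fold lower, KRT19 1.96-fold lower and KRT7 at least 1.09-fold higher, and VIM differed by -0.49. Neural and adrenal markers had a median of 0.15 over 11 genes (percentile 75.2) and of -0.04 at the 75th percentile filter, with NEFL 1.93-fold lower and SYP and NEFH at least 1.55-fold and 1.48-fold higher. Of 14 fibroblast markers 6 were counted, median 0.29 (percentile 72.2) and 0.16 with signals under the floor set to it. LUM was 3.22-fold higher, and FAP, COL5A2 and TAGLN were near the floor. Leukocyte markers had 3 counted genes of 16 fixed (CD14, CD79A and CD74, with Dox(+) signals of 26.7, 44.9 and 22.3) and endothelial markers 2 of 12 (ESAM and ERG, with 26.9 and 28.3).

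**Figure D3:**
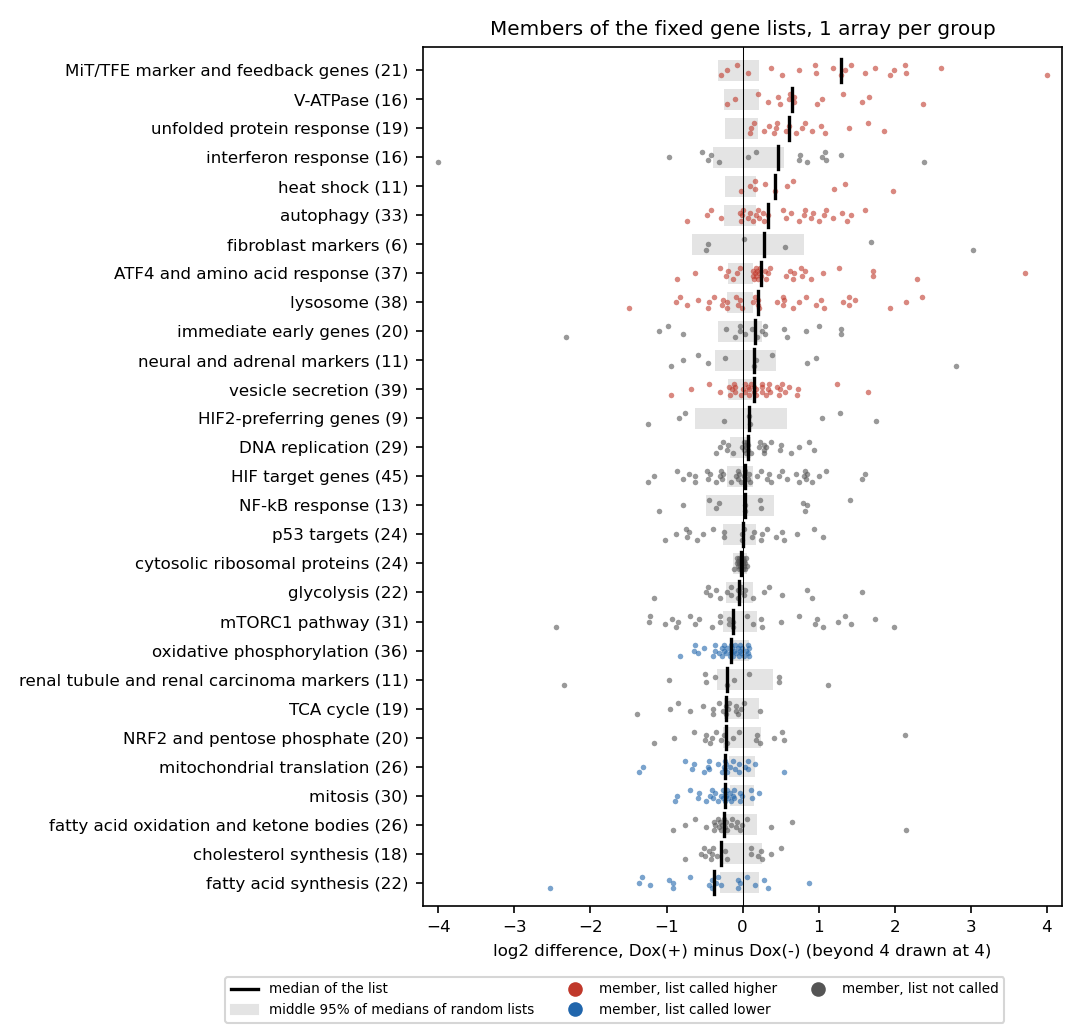
Log2 difference between Dox(+) and Dox(-) of the counted members (points) of each of 29 gene lists, with the number of members in brackets, the median as a black bar and the middle 95% of medians of 10000 random lists as a grey band, 1 array per group. The MiT/TFE marker list has its median at 1.30, the V-ATPase list at 0.65 and the unfolded protein response list at 0.61, while fatty acid synthesis lies at -0.38.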

Values the study reported

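For the HEK293 line, the study lists the hallmark gene sets with a normalized enrichment score (NES) above 1.2 and a q value below 0.25 after PRCC-TFE3 induction. Hypoxia had the highest NES of these, followed by the sets for TNF alpha signaling through NF-kB, the interferon alpha response and genes higher after ultraviolet light. The study's results name RNA sequencing as the source for both lines, while its methods and a supplementary figure name a microarray for HEK293.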

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

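The values in this part were singled out after the data were seen, no test was run on them, and no biological explanation was tested. Both lie in data outside the comparisons above. The control probe sets for 28S ribosomal RNA were brighter in Dox(+). The 5' one had signals of 905 and 2534 (log2 difference 1.49) and the middle one 455 and 871 (0.94), while the 3' one was under the floor on both arrays. The control probe sets for 18S ribosomal RNA differed by only 0.25, 0.10 and 0.13, and the ratio of 3' to 5' signal of ACTB was 4.14 in Dox(-) and 4.57 in Dox(+). The 18 hybridization spikes, which measure array handling and not the cells, differed by -0.81 to -0.00, with a median of -0.19.

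Of 5521 probe sets that carry several or no gene symbols and reached the floor, 239 (4.33%) were at least 2-fold higher in Dox(+) and 273 (4.94%) at least 2-fold lower, with signals under the floor set to it. The genes behind them are not named here.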

How the results depend on the processing

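The alternatives log2(signal + 32), signals under the floor set to it, and a higher signal of at least 100 were chosen after the data were seen. No paired analysis was possible because each group has 1 array, and for the same reason no array could be left out. Counts by the 2-fold rule depended on how dim genes were treated: without a filter 2841 genes were higher and 1987 lower, at the 75th percentile 384 and 436, with log2(signal + 32) 354 and 328, with a higher signal of at least 100 425 and 490, and with floored signals 619 and 638. They were 2097 and 2154 at 1.5-fold and 2364 and 2187 over probe sets. Median centring moved the median of all counted genes from -0.02 to -0.11 and the higher share of calls from 55.1% to 45.3%. Of 12 called lists, 8 were called under all 13 alternatives: ATF4, MiT/TFE, V-ATPase, autophagy, heat shock, lysosome, mitosis and unfolded protein response. Of the 156 values of called lists 150 stayed called, and of 215 values of other lists 207 stayed uncalled. The cause of the exceptions was not tested. With plain-suffix probe sets, oxidative phosphorylation (-0.16), fatty acid synthesis (-0.33), vesicle secretion (0.17) and mitochondrial translation (-0.22) lost the call. With the mean of all probe sets, oxidative phosphorylation (-0.12) and mitochondrial translation (-0.22) lost it and DNA replication (0.24) gained it. Calls were also gained by renal markers at the 75th percentile and at a signal of 100 (-0.49 in both, the value of KRT18). Fatty acid oxidation gained a call with quantile normalization (-0.25), loess (-0.23) and log2(signal + 32) (-0.23). As means, the TCA cycle (-0.34) and DNA replication (0.18) gained one. Of 1704 values of 187 named genes under the alternatives, 1699 kept their direction and 1532 moved by less than the probe-set spread. Filters leave the value of a gene as it is, and log2(signal + 32) and floored signals cannot reverse it. Only the rules on probe sets and the scalings could turn a direction, so much of this agreement was fixed in advance. With the mean of all probe sets, HK2 (-0.58) and VPS18 (-1.13) turned to lower, through dimmer probe sets with Dox(+) signals under the floor. Signal over background limits what single dim genes show.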

Other observations

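The ranking with signals under the floor set to it, and the questions of Dox itself and of Dox acting on mitochondrial translation, were chosen after the results were seen. The tests on dim probe sets and on second-brightest probe sets were fixed before their results were seen.

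Ranked by the difference with floored signals, several genes stood out that belong to none of the fixed lists. PCLO, a scaffold of presynaptic vesicles, had signals of 226 in Dox(-) and 3944 in Dox(+), and its other measured probe set gave 4.58 on the log2 scale. The small MAF factor MAFF was higher (187 and 1412), as were DHRS9, a retinol dehydrogenase (83.4 and 621), ANKRD1, a muscle and YAP target gene (103 and 723), and CREBRF, a regulator of CREB3 factors (113 and 688). SPATS1 (30.6 and 598) and NMRK2 (36.5 and 664), a nicotinamide riboside kinase, started close to the floor.

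On the other side, GAS1, a growth arrest and hedgehog coreceptor gene, had signals of 1247 and 179, and NRP1, a semaphorin and VEGF coreceptor, 203 and 28.1. The Tribbles genes TRIB1 (783 and 124) and TRIB2 (385 and 90.1) were lower, while TRIB3, a member of the ATF4 list, was higher (320 and 598). Lower too were ADAMTS1, a secreted protease (2228 and 453), and the nuclear receptor NR2F1 (564 and 114). BMP2 was at least 6.56-fold lower (157 and 22.6, the latter under the floor). LGR5 was lower on its brighter probe set (370 and 64.2), while the other gave 0.09.

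The study names hypoxia as the leading hallmark set in these cells, and lists NF-kB and interferon alpha sets as well. Its results give RNA sequencing as the source of these sets, while its methods and a supplementary figure give a microarray for HEK293, so the values below may come from other data than the study's sets. For the microarray, that figure describes certain targets of HIF1α and HIF2α as higher on induction. The list of HIF target genes fixed here holds 45 counted genes with a median log2 difference of 0.04, and the hallmark sets themselves were not analysed here. Its median ran from -0.07 to 0.09 over the settings, its mean was 0.11, and it was called under none of the alternatives. Of its members, IGFBP3, HK2 (on its brightest probe set), KDM3A (549 and 1177) and P4HA2 (529 and 1059) were at least 2-fold higher and NDRG1 (388 and 164) and PDK1 (694 and 310) at least 2-fold lower, KDM3A and P4HA2 named here after their values were seen. The NF-kB and interferon lists were not called in the comparison above either. The middle 95% of random medians ran from -0.48 to 0.42 for the NF-kB list. For the interferon list it ran from -0.39 to 0.54, so smaller shifts could not have been called. The fixed lists are not the hallmark sets, so the missing calls do not speak against the study's enrichment.

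Lysosome, V-ATPase, autophagy and MiT/TFE genes were higher in Dox(+) as groups. Noise of dim probe sets was argued against for these lists pooled. Their 80 members with a mean signal of at least 100 had a median of 0.63, at percentile 100 of random lists, with 65 higher and 15 lower. The lysosome list alone, the weakest, had a median of 0.49 (percentile 100) at the 75th percentile filter. A fault of single probe sets was argued against as well, since the second-brightest probe sets of 56 members had a median of 0.53, also at percentile 100. Of these, 38 were higher and 18 lower, and the lysosome list was not tested alone in this way. Doxycycline itself stays open and cannot be told apart from the fusion gene, because 0 arrays of Dox-treated cells without the fusion were analysed here. Activity of the fusion protein, whose level was not measured here, at MiT/TFE target genes may underlie the pattern, as an untested hypothesis.

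Endoplasmic reticulum, heat shock and ATF4 genes were higher together. A fault of single probe sets was argued against by the second-brightest probe sets of 40 members, with a median of 0.48 at percentile 100. Dox inhibits mitochondrial ribosomes, and this could raise stress genes. Doxycycline acting on mitochondrial translation cannot be told apart from the fusion gene for any of these genes, with 0 arrays of Dox-treated cells without the fusion. Stress from the product of the fusion gene, whose level was not measured here, remains a candidate explanation that was not tested.

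Fatty acid synthesis genes were lower in Dox(+). Noise of dim probe sets was argued against by a small margin, since 15 members with a mean signal of at least 100 had a median of -0.35 at percentile 2.09, just under the limit of 2.5. A fault of single probe sets was argued against by the second-brightest probe sets of 14 members, with a median of -0.63 at percentile 0.09. Neither test speaks for SREBF1 or FASN themselves. Their mean signals were under 100, and their other probe sets stayed under the floor. On probe sets of plain suffix, however, the list was not called (median -0.33, percentile 3.94), so its call depends on the probe sets chosen. The direction was opposite to the lipid synthesis response that the study describes in another kidney line and in mouse kidneys. A difference between cell lines, or Dox itself, may account for it, and neither was tested.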
